A study of Homo sapiens with 4 samples. Its data were reported in "TET1 regulates hypoxia-induced epithelial-mesenchymal transition by acting as a co-activator" (2014).

How the data were processed

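RNA sequencing was compared in 4 libraries of FaDu cells, an established line of hypopharyngeal squamous carcinoma cells. Cells carried either a scrambled control or a TET1 knockdown (TET1-si) and were kept in normoxia or in hypoxia. Hypoxia lasted 19 h, at 1% oxygen with 5% CO2 and the balance nitrogen. Each of the 4 groups had 1 library, named H-scr (hypoxia, scrambled), H-si (hypoxia, TET1-si), N-scr (normoxia, scrambled) and N-si (normoxia, TET1-si).

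The values are gene-level FPKM as deposited by the authors (fragments scaled by exon length and by the number mapped), with 1 column per library. The authors made TruSeq mRNA libraries, sequenced them on an Illumina HiSeq instrument with 100 bp reads, and ran TopHat/Cufflinks with Ensembl annotations on the hg19 assembly. Tool versions, filters and the Ensembl release are not stated. The labels describe the reads as single end and the study's methods describe them as paired end. The table holds 62077 rows. Start positions in it count from 0, so 1 was added before printing. All coordinates are hg19.

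No replicate existed in any group, so no difference between groups has a replicate check and no p-value is given across genes. Every difference is one between single libraries. FPKM are not counts, and no count test was run. The depth behind the values was recovered from 4393 genes with 1 exon. For such a gene an FPKM is a whole number of reads divided by the depth and by the gene length less a fixed offset, so the depth and the offset were searched for the pair that made the low values whole numbers. Between 97.2% and 98.1% of the low values came out whole within a tolerance of 0.05. The depths were 23000000 reads for N-scr, 24800000 for N-si, 24600000 for H-scr and 22500000 for H-si. On simulated values for the same 4393 genes the search missed the true depth by 0.48%. Approximate reads per gene were computed as FPKM times depth times the length of the canonical transcript in GENCODE v44lift37 less an offset of 216 bp, the median over the 4 libraries. The 95% counting intervals of a log2 ratio between 2 libraries are exact (Clopper-Pearson) and rest on those reads. They carry no pseudocount, cover counting error only, and say nothing about differences between cultures.

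Changes were computed as log2(FPKM + 0.1). A pseudocount makes the change of a low gene smaller than its ratio. Pairwise counts took genes with a mean FPKM of at least 1 over the 4 libraries and a change of at least 1 on this scale, which is 2-fold. The 4 contrasts were the hypoxia response in scrambled cells (H-scr against N-scr), the hypoxia response in TET1-si cells (H-si against N-si), the TET1-si response under hypoxia (H-si against H-scr) and the TET1-si response under normoxia (N-si against N-scr). The difference of hypoxia responses is the response in TET1-si cells less that in scrambled cells.

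The study's 3 RNA-Seq criteria were applied to FPKM as deposited, with no filter and no pseudocount. They ask for H-scr above 2 times H-si, H-scr above N-scr, and N-scr at or above N-si. The mirrored criteria turn each inequality round. The 4 libraries were also assigned to the 4 roles in all 24 possible ways, to show how many rows such inequalities select when libraries trade roles.

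Gene lists for hypoxia targets, cholesterol biosynthesis, interferon response, proliferation, epithelial markers and mesenchymal markers were written before the data were examined. A list's median change was placed among 10000 random lists of the same size, matched on mean log2 expression in 20 bins. The percentile describes these libraries and not the conditions. On simulated data with 200 genes changed 4-fold among 15057 genes, 200 were recovered in the right direction and 0.747% of the unchanged genes were called. A simulated list of 20 lowered genes fell at the 0.0 percentile and a list of 20 unchanged genes at the 11.9 percentile. The changed genes were drawn from those with a mean FPKM of at least 5, and the only noise was counting error. Rows without a transcript length, short loci among them, were given an assumed length. The simulation thus checks the computation, and 0.747% is not an error rate for these libraries.

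Of the gene IDs, 111 stand on more than 1 row, 232 rows in all. In H-si all rows of such an ID hold the same value for 111 of the 111 IDs, and the order of the rows in H-scr often differs from that in the normoxia columns. These rows were left out of the pairwise counts, gene lists and named genes, and kept in the criteria, which were fixed on all rows. HIF1A is among them and its level is not reported. Annotation came from GENCODE v44lift37, which holds the gene IDs of 86.3% of rows. The reads were not stated to keep strand, so overlapping and antisense genes can share them.

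The genes to be named were fixed before the data were examined: those the study names, then the 5 largest changes in each direction for the hypoxia response in scrambled cells and for the TET1-si response under hypoxia. For both responses a gene had to have a mean FPKM of at least 5 and to be at least 2-fold changed the same way in both knockdown states (hypoxia response) or in both oxygen states (TET1-si response). The 5 criteria genes with the largest ratio of H-scr to H-si and a mean FPKM of at least 5 completed the rule. Protein-coding genes picked by the same rule were added after the values were seen. The median changes of 50 neighbouring genes along the chromosomes were also added after the values were seen.

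Alternatives fixed before the data were examined were other expression minimums, pseudocounts and thresholds, stricter forms of the criteria, and scaling of the libraries by median of ratios, by upper quartile or to a common total (TPM). Others, chosen after seeing the data, kept or left out rows with repeated IDs, and restricted rows to loci of at least 300 bp, to FPKM above 0 in all 4 libraries or to protein-coding genes. The alternatives for the chromosome windows and for the correlations across genes were also chosen after seeing the data. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.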

Results

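The transcriptome of FaDu cells was measured by RNA-Seq in 4 libraries, 1 for each combination of oxygen state and knockdown state. The question was which genes responded to hypoxia, and how much of that response was altered when TET1 was knocked down. TET1 is a dioxygenase that converts 5-methylcytosine to 5-hydroxymethylcytosine in DNA. Recovered depths ranged from 22500000 reads in H-si to 24800000 in N-si. FPKM values above 0 were listed on 22756 rows in N-scr, 23131 in N-si, 24372 in H-scr and 24453 in H-si. The columns summed to 823105 in N-scr, 795537 in N-si, 758444 in H-scr and 723659 in H-si. With 1 library per group there was no replicate error to set a difference against, and the changes below describe these libraries.

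TET1 (ENSG00000138336, chromosome 10, 70320413 to 70454239, plus strand, hg19) was the knockdown target and was lower in both TET1-si libraries. Its FPKM was 0.129 in N-scr and 0.0493 in N-si, and 0.331 in H-scr and 0.122 in H-si. The ratio of scrambled to TET1-si was 2.63 under normoxia and 2.71 under hypoxia. These levels rested on approximately 28, 11, 77 and 26 reads in N-scr, N-si, H-scr and H-si. The 95% counting intervals of the log2 ratio ran from -2.61 to -0.41 under normoxia and from -2.14 to -0.78 under hypoxia, so both excluded 0. TET1 was 2.56-fold higher in hypoxia in scrambled cells and 2.48-fold higher in TET1-si cells, and the H-si level was close to that of N-scr. On the log2(FPKM + 0.1) scale the TET1-si response was -0.96 under hypoxia and -0.62 under normoxia. A pseudocount of 1 moved the value under hypoxia most, to -0.25, and leaving out the pseudocount moved that under normoxia most, to -1.39.

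**Figure D1:**
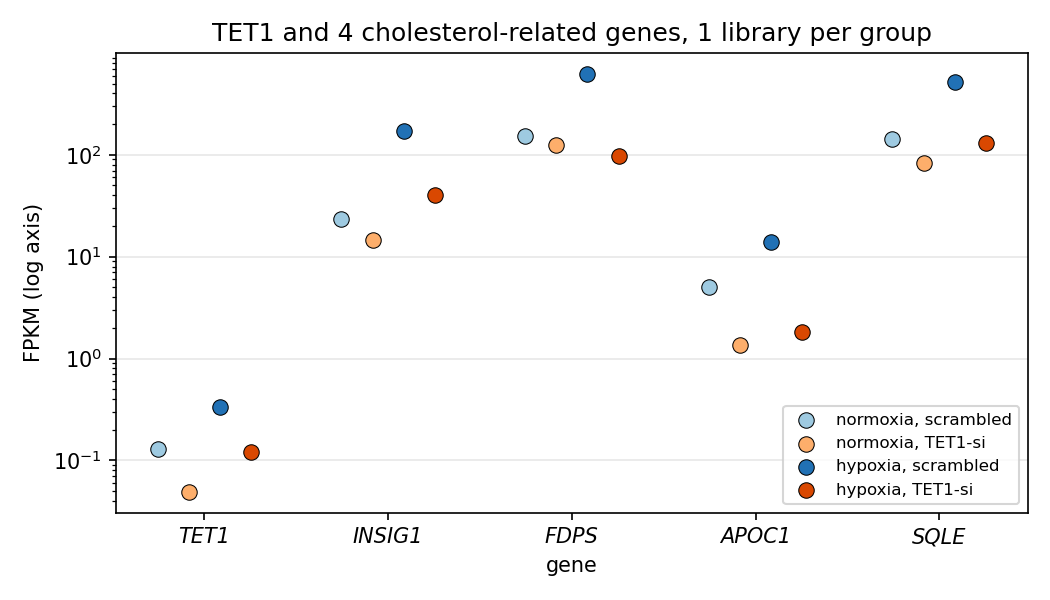
FPKM (log axis) of TET1, INSIG1, FDPS, APOC1 and SQLE, with 1 point for each of the 4 libraries and no error bars, since each group had 1 library. The H-scr library was the highest of the 4 for each of the 5 genes, and TET1 lay between 0.0493 and 0.331 FPKM. The study's criteria, by which INSIG1, FDPS, APOC1 and SQLE were selected, require H-scr to be the highest.

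The first comparison asked how many genes changed in each contrast. Of 15057 genes with a mean FPKM of at least 1, 1937 were at least 2-fold higher and 682 at least 2-fold lower in hypoxia in scrambled cells. In TET1-si cells, 1883 were higher and 1304 lower in hypoxia. After TET1-si, 1807 genes were higher and 1258 lower under hypoxia, and 1828 were higher and 837 lower under normoxia. Without a filter on expression, the setting that raised these counts most, 4517 genes were higher and 1654 lower in hypoxia in scrambled cells. The median change of all genes was 0.10 for the TET1-si response under hypoxia and 0.15 under normoxia, and median-of-ratios scaling brought these to -0.011 and -0.0059. With that scaling the share of higher genes among changed genes moved from 59.0% to 48.7% for the TET1-si response under hypoxia, with 1457 higher and 1535 lower. It moved from 68.6% to 55.6% under normoxia, with 1405 higher and 1122 lower. Upper-quartile scaling gave shares of 49.5% and 55.2%. Rescaling to TPM raised the share from 59.1% to 70.3% for the hypoxia response in TET1-si cells, with 2585 higher and 1090 lower. The excess of higher over lower genes after TET1-si under hypoxia depended on the scaling. TPM raised the median change of all genes in hypoxia from 0.05 to 0.18 in scrambled cells and from 0.03 to 0.18 in TET1-si cells.

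Across these genes, the hypoxia responses in scrambled and in TET1-si cells, which share no library, had a Spearman correlation of 0.68 and a Pearson correlation of 0.29. The TET1-si responses under hypoxia and normoxia, which share no library either, had a Spearman correlation of 0.65 and a Pearson correlation of 0.32. Genes are not independent replicates, and no p-value is attached. Among protein-coding genes the Spearman correlations were 0.74 and 0.70 and the Pearson correlations 0.69 and 0.72. Of the 1937 genes that were at least 2-fold higher in hypoxia in scrambled cells, 1013 (52.3%) were also at least 2-fold higher in TET1-si cells, and 219 were level or lower. The difference of hypoxia responses was -1 or lower for 1184 genes and 1 or higher for 734, on the log2 scale.

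Among genes with a mean FPKM of at least 5, 434 were at least 2-fold higher and 286 at least 2-fold lower in hypoxia in both knockdown states. In both oxygen states 469 were higher and 240 lower after TET1-si. The rule for the largest changes filled 25 places with 24 distinct genes, of which 23 had loci of 99 to 134 bp. Of 3812 loci around 100 bp long, 34 to 42 were above 0 in each library, and the median FPKM of those was 306 in N-scr and 442 in H-scr. In N-si, 7 of them shared the value 571.6. A shared value is what the same small number of reads at each locus would give. Loci of 99 to 134 bp are shorter than the offset of 216 bp, so their reads could not be approximated. Their large FPKM may rest on few reads, so their place among the largest changes is uncertain. For example, hsa-mir-210 (ENSG00000254474, chromosome 11, 568089 to 568198) rose most in scrambled cells among genes at least 2-fold higher in hypoxia in both knockdown states, with 1021.7 FPKM in H-scr, 371.8 in H-si and 0 in both normoxia libraries. Y_RNA ENSG00000207342 (chromosome 14, 89306509 to 89306607) fell most among genes at least 2-fold lower in both, with 5858.8 in N-scr, 5477.4 in N-si and 0 in both hypoxia libraries. After TET1-si, U6 ENSG00000201579 (chromosome 12, 56982302 to 56982405) was listed at 571.6 in N-si and 623.4 in H-si and at 0 in both scrambled libraries. In the other direction, snoU13 ENSG00000238387 (chromosome 11, 9599575 to 9599678) was listed at 385.9 in N-scr and 810.5 in H-scr and at 0 in both TET1-si libraries. The remaining gene was PAICS (ENSG00000128050, chromosome 4, 57301907 to 57327534), which was listed at 0 in H-scr and at 176, 163.9 and 47.6 FPKM in N-scr, N-si and H-si. An exact 0 in such a table can be a failed estimate, and at a short locus it can be the absence of a few reads.

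Protein-coding genes picked by the same rule were chosen after their values were seen. The largest hypoxia responses in scrambled cells belonged to NDRG1 (15.9 FPKM in N-scr, 497.0 in H-scr, 28.0 in N-si and 578.6 in H-si), COX6B2, EGLN3, MX2 and YPEL3. PAICS aside, GAL, MARC1, ODC1 and RPL17-C18ORF32 fell most, with log2 changes from -2.74 to -2.31. After TET1-si under hypoxia, WISP2, TMEM52B, ALPP, HOXD10 and ANXA9 rose most, with log2 changes from 4.06 to 5.62. KRT6A (ENSG00000205420, chromosome 12, 52880958 to 52887041) fell most, from 109.2 to 0.357 FPKM under hypoxia and from 67.7 to 0.394 under normoxia. LCP1, IGFL1, KRT14 and LTB followed. KRT14 (ENSG00000186847, chromosome 17, 39738531 to 39743173) fell from 99.9 to 1.41 FPKM under hypoxia and from 42.1 to 0.487 under normoxia. Keratin genes have near-identical paralogs and pseudogenes that can share reads, so the levels of single keratins are uncertain. These 5 were also the protein-coding genes with the largest ratio of H-scr to H-si among those that met the study's criteria at a mean FPKM of at least 5.

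The study defined genes regulated by TET1 under hypoxia by 3 inequalities. Applied to all rows as deposited, they selected 2687 rows. A minimum mean FPKM of 5 brought this count to 337 rows and one of 50 to 106. H-si was listed at 0 on 1438 of the 2687 rows (53.5%), and on 1162 rows H-scr was the only library above 0. On 1390 rows the mean FPKM was under 0.1. Requiring FPKM above 0 in all 4 libraries left 1036 rows, and 1323 rows were protein-coding genes. The mirrored criteria selected 1046 rows. At a mean FPKM of at least 1 the criteria selected 599 rows and the mirrored criteria 494. Of the 24 assignments of the libraries to the roles, the real one ranked 7 by the number of rows selected, and the highest, which placed H-si in the role of H-scr, selected 4620. The lowest selected 1052.

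**Figure D2:**
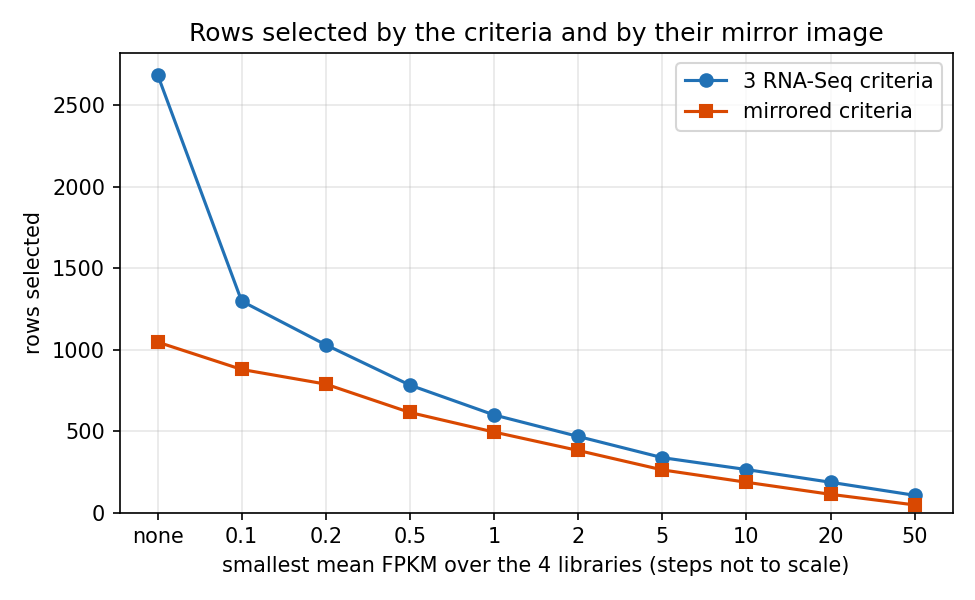
Rows selected by the 3 RNA-Seq criteria (circles) and by the mirrored criteria (squares), against the smallest mean FPKM allowed, with steps on the horizontal axis not to scale. The criteria selected 2687 rows against 1046 with no minimum, and 337 against 262 at a mean FPKM of at least 5.

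INSIG1 and 3 further genes of cholesterol metabolism were followed next. The study characterised INSIG1, and reported raised 5-hydroxymethylcytosine in the promoters of all of them. INSIG1 (ENSG00000186480, chromosome 7, 155089486 to 155101945, plus strand) had 23.7 FPKM in N-scr, 171.9 in H-scr, 14.7 in N-si and 40.7 in H-si. Its hypoxia response was 2.86 on the log2 scale in scrambled cells and 1.46 in TET1-si cells. The TET1-si response was -2.08 under hypoxia, with a counting interval from -2.14 to -2.02, and -0.68 under normoxia, from -0.80 to -0.57. INSIG1 therefore still rose in hypoxia after TET1-si, by 2.76-fold against 7.26-fold. FDPS (ENSG00000160752, chromosome 1, 155278539 to 155290457) rose from 154.2 to 623.1 FPKM in scrambled cells and fell from 125.1 to 97.5 in TET1-si cells. SQLE (ENSG00000104549, chromosome 8, 126010739 to 126034525) rose from 141.4 to 515.5 and from 83.3 to 131.4 FPKM. APOC1 (ENSG00000130208, chromosome 19, 45417504 to 45422606) rose from 5.09 to 13.9 FPKM in scrambled cells, and from 1.36 to 1.84 in TET1-si cells on approximately 10 and 12 reads, a rise that was not detectable at this depth (counting interval -0.93 to 1.77). INSIG1, FDPS, SQLE and APOC1 met the 3 criteria. The study took these genes from those that it had selected by the same criteria, so this outcome was fixed in advance.

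The cholesterol biosynthesis list held 20 genes. Its median hypoxia response was 1.98 in scrambled cells, above each of the 10000 matched random lists (percentile 100.0), and 0.41 in TET1-si cells (percentile 99.99). All 20 members were higher in hypoxia in scrambled cells, by 0.31 to 4.14 on the log2 scale. The median TET1-si response was -2.12 under hypoxia and -0.46 under normoxia, at the 0.0 percentile in both. Taken relative to the median of all genes, these were -2.22 and -0.60. PMVK was higher after TET1-si under hypoxia (chosen after its value was seen), and the other 19 members were lower. The difference of hypoxia responses was -1.84, and it was negative in all 20 members. Median-of-ratios scaling moved the median under hypoxia most, to -2.24. The criteria were met by 15 of the 20 members, and the random lists reached at most 5. The study had already reported cholesterol metabolism as prominent among genes that it selected by these criteria from the same experiment. The count is therefore no independent support, and neither is the lower list after TET1-si under hypoxia.

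The hypoxia target list had 45 genes above the minimum. Its median hypoxia response was 1.21 in scrambled cells and 0.73 in TET1-si cells, above each of the matched random lists. The TET1-si response of the list was -0.12 under hypoxia (percentile 8.9) and 0.22 under normoxia (percentile 92.9), within the range of most random lists, or -0.22 and 0.07 relative to all genes. The difference of hypoxia responses was -0.44, with a lower value in 38 of 45 members, and no random list lay as low. The list of 31 interferon response genes rose by 1.76 in hypoxia in scrambled cells and by 0.63 in TET1-si cells. Its TET1-si response was -1.18 under hypoxia (percentile 0.0) and 0.08 under normoxia (percentile 31.4), where median-of-ratios scaling turned it to -0.09. Relative to all genes these were -1.28 and -0.07. The list of 30 proliferation genes changed by -0.70 in hypoxia in scrambled cells and by -1.77 in TET1-si cells. All 30 were lower after TET1-si under hypoxia, with a median of -1.01, against -0.03 under normoxia, or -1.11 and -0.18 relative to all genes.

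**Figure D3:**
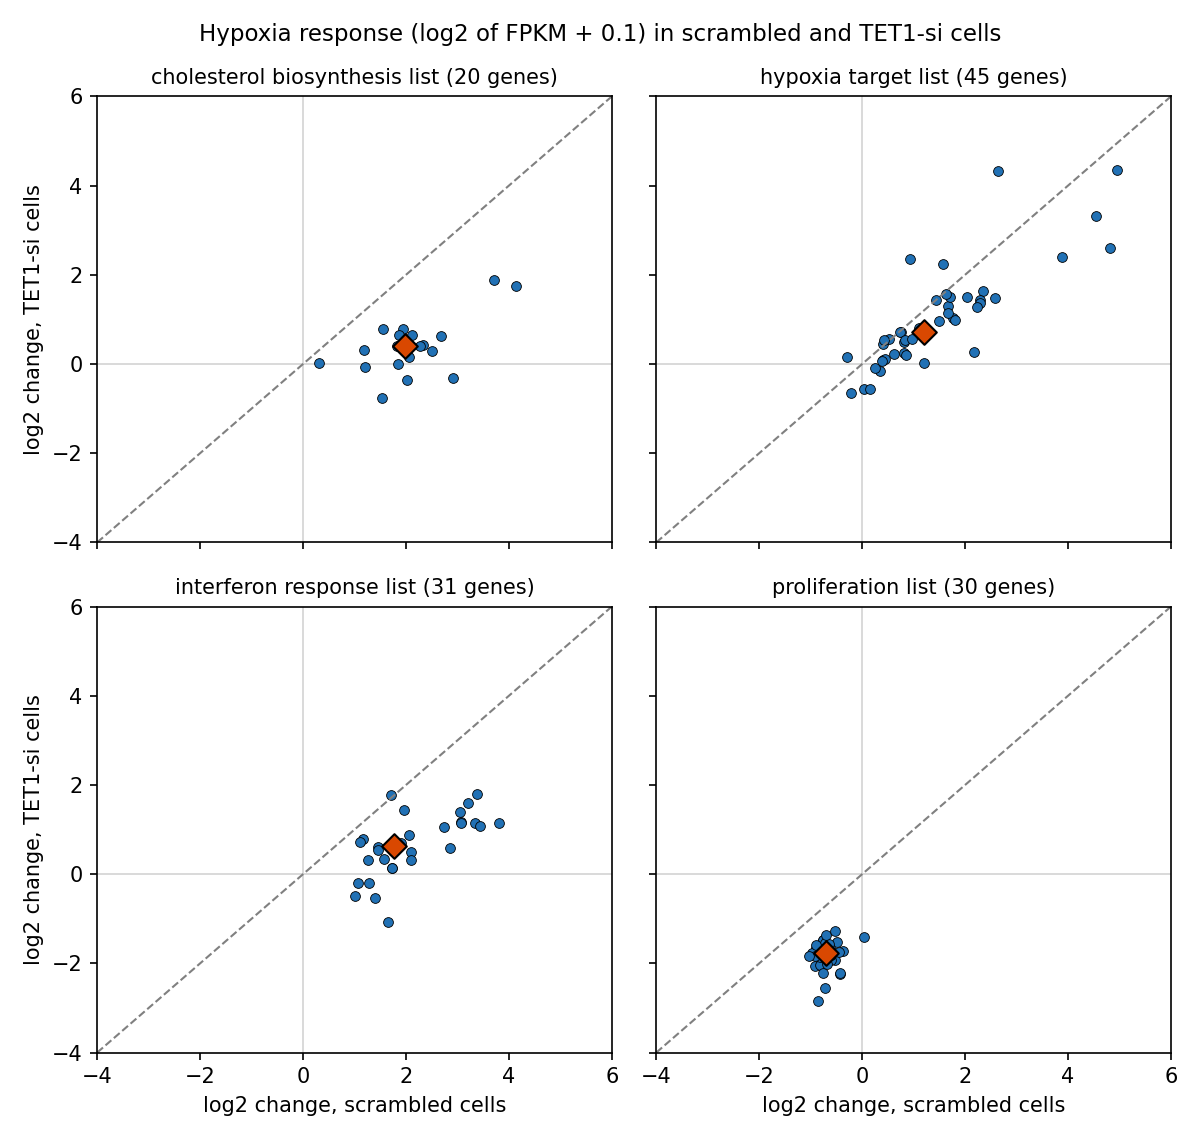
Hypoxia response of each list member on the log2(FPKM + 0.1) scale in scrambled cells (horizontal axis) and TET1-si cells (vertical axis), with the list median as a diamond and equal responses on the dashed line. The medians were 1.98 and 0.41 for cholesterol biosynthesis, 1.21 and 0.73 for hypoxia targets, 1.76 and 0.63 for interferon response, and -0.70 and -1.77 for proliferation.

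Markers of the epithelial-mesenchymal transition were examined because the study followed that transition. In hypoxia it reported lower E-cadherin and plakoglobin (JUP) and higher vimentin and N-cadherin in lung cancer cells. It reported the same results for FaDu cells, from western blot and immunofluorescence. Those are protein levels, and the values here are RNA. CDH1, which encodes E-cadherin, had 179.3 FPKM in N-scr, 291.9 in H-scr, 266.9 in N-si and 398.9 in H-si, so that it was higher in hypoxia in both knockdown states. JUP had 83.7, 138.3, 118.7 and 166.4 FPKM in the same order. CDH2, which encodes N-cadherin, fell in hypoxia from 10.8 to 4.39 FPKM in scrambled cells and from 22.9 to 7.72 in TET1-si cells. The RNA of CDH1, JUP and CDH2 in scrambled cells thus moved opposite to the reported proteins. VIM was below 1 FPKM in the 4 libraries, at 0.355 in N-scr, 0.406 in H-scr, 0.151 in N-si and 0.0816 in H-si. Its hypoxia response was not detectable at this depth in scrambled cells (counting interval -0.89 to 1.21), and it met the 3 criteria on approximately 4 to 19 reads per library. TWIST1 was 5.83 FPKM in N-scr and 3.63 in H-scr, and 1.60 in N-si and 1.46 in H-si. SNAI1 was 0.532 and 0.193 FPKM in scrambled cells and 0.857 and 0.542 in TET1-si cells, in normoxia and hypoxia. Of 28 listed mesenchymal markers, 18 passed the expression minimum, and VIM, SNAI1, ZEB1 and ZEB2 did not. The 18 had a median hypoxia response of 0.80 in scrambled cells (percentile 99.9), with 14 of 18 members higher. In TET1-si cells it was 0.51 (percentile 96.6). Without a filter on expression the value in scrambled cells was weaker, at 0.37 (percentile 93.4). The list of 25 epithelial markers had 0.25 (percentile 99.7) and 0.36 (percentile 99.99). The epithelial list had a median TET1-si response of 0.42 under hypoxia and 0.41 under normoxia, which is 0.31 and 0.26 relative to all genes. The mesenchymal list gave -0.24 and -0.41, or -0.34 and -0.56 relative to all genes, and the normoxia value turned to 1.05 at a mean FPKM of at least 5.

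Of the glucose metabolism genes, SLC2A3 (GLUT3) rose in hypoxia from 1.07 to 7.24 FPKM in scrambled cells and from 0.126 to 4.47 in TET1-si cells. LDHA rose from 887.5 to 1370.1 and from 704.4 to 819.9, and PGK1 from 392.6 to 708.9 and from 349.9 to 403.4. PKM rose from 1621.5 to 2023.3 in scrambled cells and was 1262.4 and 1250.8 in TET1-si cells, a change of -0.01 that TPM turned to 0.12. HK1 was 36.3 and 59.9 in scrambled cells and 52.3 and 58.9 in TET1-si cells. PGK2 rested on at most 3 approximate reads in a library and was not measurable. None of these 6 genes met the 3 criteria. For PGK1 the TET1-si response under hypoxia was -0.81, against -0.74 for LDHA and -0.69 for both PKM and SLC2A3. EPAS1, which encodes HIF-2α, was higher after TET1-si, at 26.8 against 13.3 FPKM under normoxia and 62.4 against 21.7 under hypoxia. VEGFA was 80.2 and 172.2 FPKM in scrambled cells and 77.9 and 136.0 in TET1-si cells, in normoxia and hypoxia. TET2, TET3, OGT and CREBBP had log2 changes between 0.37 and 0.58 for the TET1-si response under hypoxia, and WDR5 had -0.52.

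Changes were also followed along the chromosomes, a comparison chosen after the values were seen. The 11838 protein-coding genes with a mean FPKM of at least 1 were put in genome order, and the median change was taken in 226 windows of 50 genes. The SD of the window medians was 0.282 for the TET1-si response under hypoxia and 0.275 under normoxia. In 100 shuffled gene orders it reached at most 0.118 and 0.106. For the hypoxia response it was 0.130 in scrambled cells and 0.136 in TET1-si cells, against at most 0.112 and 0.124 in shuffled orders. The window medians of the TET1-si response under hypoxia and under normoxia correlated across windows with a Pearson r of 0.94, and shuffled orders gave at most 0.66. On chromosome 21, the median of 114 genes was 0.69 under hypoxia and 0.76 under normoxia. On chromosome 7, the median of 548 genes was -0.32 and -0.26. These directions held under each of the 3 scalings, with 0.57 for chromosome 21 and -0.44 for chromosome 7 under hypoxia after median-of-ratios scaling. The window with the lowest median, -0.80 under hypoxia and -0.63 under normoxia, lay on chromosome 15 between 80972025 and 90785315.

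**Figure D4:**
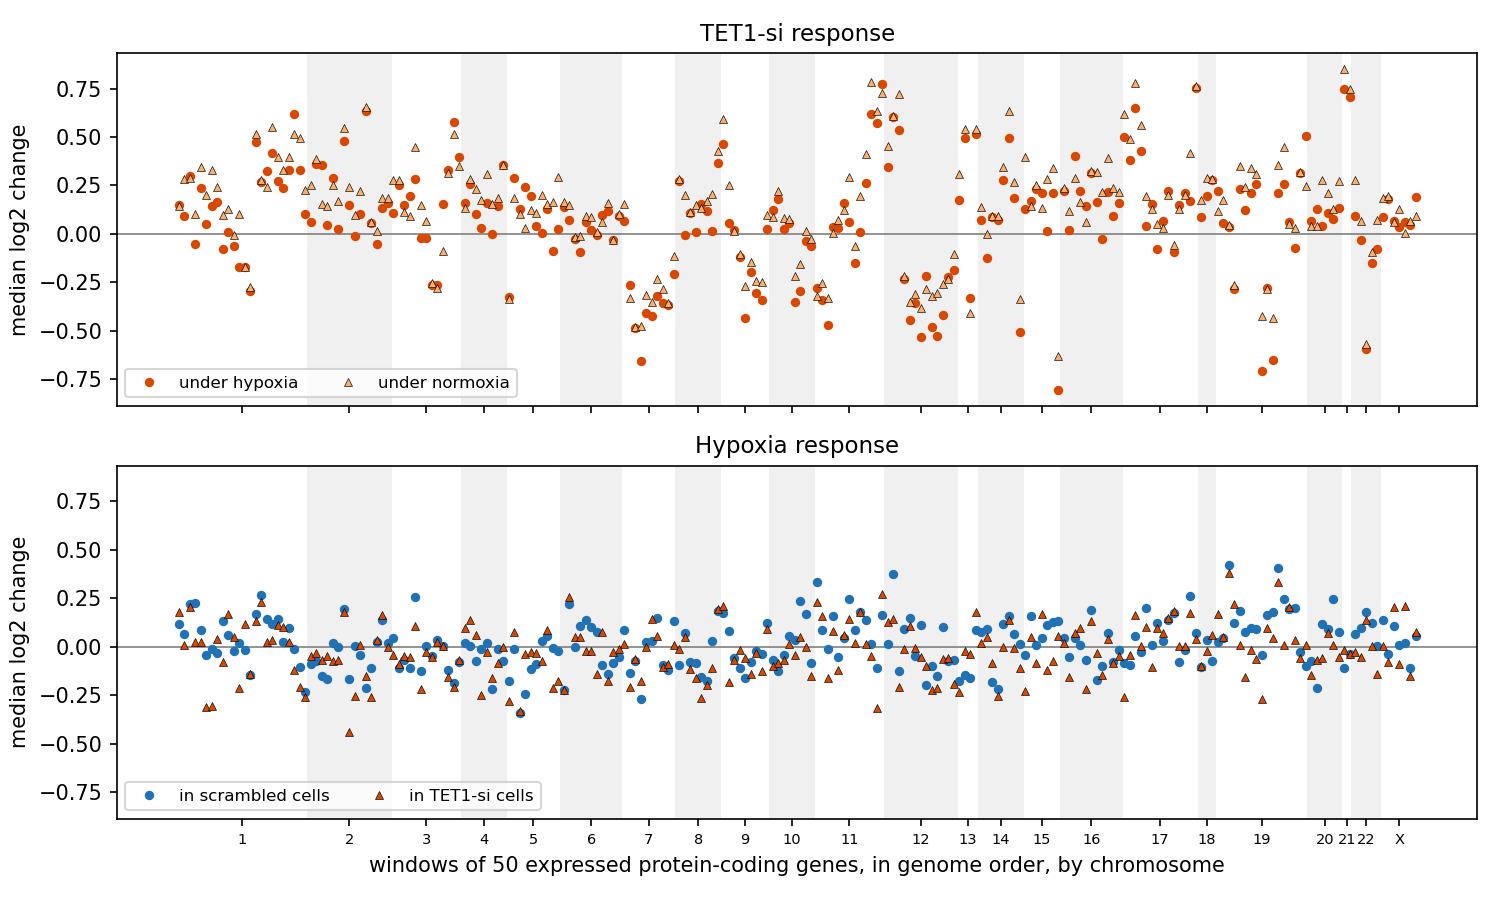
Median log2 change in windows of 50 neighbouring protein-coding genes in genome order, with chromosomes shaded in turn, for the TET1-si response (upper panel) and the hypoxia response (lower panel). Window medians of the TET1-si response spanned -0.80 to 0.77 under hypoxia and moved together in both oxygen states, while those of the hypoxia response in scrambled cells spanned -0.34 to 0.42.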

Values the study reported

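The study reported that 1,044 genes met its RNA-Seq criteria for regulation by TET1 under hypoxia. Of these, 98 genes were reported to carry raised 5-hydroxymethylcytosine in their promoters as well.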

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

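The tests in this part were chosen before their results were seen, except that of the gene listed at 0. With 1 library per group no group was searched for a deviating sample. The results below drew attention because the same contrast moved in opposite directions in 2 states, and none of these differences was tested, since no replicate exists to test it with.

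FDPS was higher in hypoxia in scrambled cells (2.01 on the log2 scale) and lower in TET1-si cells (-0.36), a difference of -2.37. Scaling of the libraries left both signs in place, and the value in TET1-si cells nearest 0 was -0.22. Counting error left the upper end of the interval in TET1-si cells at -0.29. A difference between the single cultures, whose size would be that same -2.37, could not be separated from an effect of the knockdown. A loss of the FDPS response through TET1 knockdown remains a hypothesis on that footing.

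Other genes and lists showed the same kind of reversal. In hypoxia, LCP1 moved by 0.25 in scrambled and -1.44 in TET1-si cells, a difference of -1.69, and LTB by 1.16 and -1.97, a difference of -3.13. After TET1-si, EGLN3 changed by 1.09 under normoxia and -0.12 under hypoxia (difference -1.21), MX2 by 2.53 and -0.65 (difference -3.18), and MARC1 by -0.15 and 0.65 (difference 0.80). The hypoxia target list changed by 0.22 and -0.12 (difference -0.34), and the interferon response list by 0.08 and -1.18 (difference -1.26). Counting intervals of both changes excluded 0 for each gene named here, by the way the genes were picked. Together with PAICS these make 8 items, and a sign flipped under a scaling in 1 of them, the interferon response list, which turned to -0.09 under normoxia with median-of-ratios scaling and was -0.07 relative to the median of all genes. Single cultures could differ by as much as the -3.18 of MX2, and the data offer no way to tell such a difference from the knockdown.

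PAICS changed by -0.10 after TET1-si under normoxia and by 8.90 under hypoxia, a difference of 9.001. The latter rests on its listing at 0 in H-scr, so its size is set by the pseudocount. In the other 3 libraries its lowest FPKM was 47.6, or approximately 6599 reads, so the 0 may be an estimate that failed, but silence of the gene in that culture would look the same. PRRC2C was the other protein-coding gene outside the repeated IDs that was listed at 0 in 1 library (N-si) and at 5 FPKM or more in the other 3.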

How the results depend on the processing

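In all, 218 results were computed under 1096 combinations with an alternative. With 1 library per group, leaving out a replicate was not possible. No paired analysis was possible because each group had 1 library. The alternatives named below as chosen after seeing the data were added once results were seen. Where a result moved, the cause was not tested unless a value is given for it.

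With no filter on expression, the genes at least 2-fold higher and lower numbered 4517 and 1654 for the hypoxia response in scrambled cells, 4803 and 2333 in TET1-si cells, 4226 and 3083 for the TET1-si response under hypoxia, and 3699 and 2299 under normoxia. With a mean FPKM of at least 5, higher genes fell to 905, 823, 881 and 892 in the same order, and lower genes to 789 for the TET1-si response under hypoxia and 435 under normoxia. The 3-fold threshold gave 895 and 202, 756 and 496, 698 and 553, and 773 and 392. A pseudocount of 1 gave 1237 higher genes for the hypoxia response in scrambled cells and 1164 for the TET1-si response under normoxia.

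The 3 criteria selected 2687 rows in the main setting, 599 at a mean FPKM of at least 1, 337 at 5, 1752 with a pseudocount of 0.1, 597 with a pseudocount of 1, and 1443 with N-scr strictly above N-si. Among settings chosen after seeing the data, 1036 rows had FPKM above 0 in all 4 libraries and 1323 were protein-coding genes. The mirrored criteria selected 1046 rows, 494 and 262 at the 2 expression minimums, 352 with a pseudocount of 1, 509 with a 1.5-fold change in hypoxia, 619 at 3-fold, and 561 among protein-coding genes. The real roles ranked 6 to 10 of 24 in the alternatives tried.

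TET1 passed 2-fold without a pseudocount in each contrast (1.36, 1.31, -1.44 and -1.39), in hypoxia in scrambled cells with TPM (1.06), and after TET1-si under hypoxia with median-of-ratios (-1.03) and upper-quartile scaling (-1.03). It kept its direction in the alternatives tried. So did INSIG1 and the medians of the cholesterol biosynthesis and hypoxia target lists, which also kept their side of their thresholds. For list medians that side rests on random lists, which a scaling shifts along with the list, so the scalings show no stability there.

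Some signs turned. With TPM these were those of HK1 after TET1-si under hypoxia (0.043), VEGFA under normoxia (0.0085), the hypoxia response in TET1-si cells of PKM (0.12), TWIST1 (0.0086) and TET3 (0.12), and that of Y_RNA ENSG00000222881 in scrambled cells (0.019). After TET1-si under normoxia, TET2 (-0.084 and -0.090), TET3 (-0.032 and -0.038) and the interferon response list (-0.086 and -0.092) turned under median-of-ratios and upper-quartile scaling. The difference of hypoxia responses of the epithelial marker list turned to -0.0048 with a pseudocount of 1. The mesenchymal marker list turned to 1.05 after TET1-si under normoxia at a mean FPKM of at least 5. Among named genes and further lists, 15 other combinations became weaker and 7 stronger.

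Depth limits the genes with few reads. TET1 rested on 11 to 77 approximate reads, and the criteria's rows under a mean FPKM of 0.1 numbered 1390.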

Other observations

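The tests of repeated IDs and of the keratin genes were chosen only after the result was seen, as were those of gene blocks against chance order, copy number and lost TET1, and that of the gene lists against blocks. The criteria applied here selected 2687 rows. That is higher than the value quoted from the study above. Among settings chosen after seeing the data, requiring FPKM above 0 in all 4 libraries left 1036 rows, close to that value. Protein-coding genes alone left 1323. The study states no such filter, so whether one accounts for the gap cannot be decided here.

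Counting noise was examined by pooling each gene's approximate reads over the 4 libraries and dealing them out again by depth, 100 times, over 25047 rows. Rows whose transcript was missing or too short to approximate reads were left out, short loci among them. At a mean FPKM of at least 1, the draws gave at most 83 genes changed at least 2-fold in any contrast. On the same rows at least 2213 were observed, so counting error accounts for few of the changed genes there. It was not weighed for the rows left out. Of 2619 genes changed 2-fold in hypoxia in scrambled cells, 233 had loci under 300 bp. The 3 criteria behaved differently at the 2 ends of expression. At a mean FPKM of at least 1 the draws gave 12 rows on average against 489. Under 1 they gave 930 on average against 1805, or 51.5% as many. A large part of the low rows that met the criteria may therefore be counting noise. For TET1 itself, the upper end of the counting interval nearest 0 was -0.41, so its lower level in the TET1-si libraries was not within counting error.

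Gene IDs on more than 1 row held one and the same positive value on all their rows for 41 IDs in H-si, and for 0 IDs in each of the other libraries. In H-scr the highest row of an ID was the one highest in N-scr for 7 of 44 IDs, against 43 in N-si. A candidate explanation is that values were joined to the wrong rows when the library columns were merged. The 41 IDs prompted it and do not test it. Of the 2687 rows, 49 were of this kind. HIF1A showed the pattern on its 2 rows, so its change in hypoxia cannot be read from them. No biological explanation was tested.

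The TET1-si response moved in blocks of neighbouring genes. Shuffled gene orders gave an SD of window medians of at most 0.118 against the observed 0.282. Subtracting the median change of the 200 genes nearest in expression, GC content and length left it at 0.284. Under normoxia it went from 0.275 to 0.268. The SD for the hypoxia response went from 0.130 to 0.106 in scrambled cells, and only from 0.136 to 0.130 in TET1-si cells. The subtraction gave no sign that these properties account for the blocks. The window medians agreed between oxygen states with an r of 0.943, a gain over shuffled orders that the hypoxia response showed to a much smaller degree (0.70 against a mean of 0.59 and a highest value of 0.68 in shuffled orders). This is consistent with the hypothesis that scrambled and TET1-si cells differed in DNA copy number. In 181 of 226 windows the median lay on the same side of the genome-wide median in both oxygen states. An effect of lost TET1 over long chromosome regions would give the same picture, so the blocks cannot be told apart from it with RNA alone, and DNA was not analysed here. Genes on chromosome 21 or 7, among others, may thus differ between knockdown states by their position.

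Keratin genes were among the largest losses after TET1-si. Of 15 keratin genes at a mean FPKM of at least 1, 10 were lower in both oxygen states and 4 were higher in both as deposited and with TPM, and 10 and 3 with median-of-ratios or upper-quartile scaling. KRT6A was 306-fold lower under hypoxia and 172-fold lower under normoxia, on approximately 17 and 20 reads in the TET1-si libraries, and KRT14 was 70.9-fold and 86.5-fold lower. KRT13 fell from 120.6 to 3.48 FPKM under hypoxia, and KRT5 from 3992.5 to 1430.3. Blocks of neighbouring genes were too small to account for this, since the lowest window median around 9 of the lower keratins, chosen after their values were seen, was -0.36. That the 9 genes were lower in both oxygen states would follow from the knockdown, and could as well follow from cell populations that differed before the experiment. The 9 were chosen by their values, so this does not separate the explanations. Reads shared among keratin paralogs and pseudogenes were not tested as an explanation.

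Of the gene lists, cholesterol biosynthesis, interferon response and proliferation lay below every matched random list after TET1-si under hypoxia. The mesenchymal marker list (-0.24, percentile 2.37) and the hypoxia target list (-0.12, percentile 8.9) were also lower but were not weighed here. The first 3 lists were each weighed against the same explanations. Median-of-ratios scaling put the list medians at -2.24, -1.30 and -1.13. A scaling shifts a list and its random lists alike, so their percentiles do not weigh scaling as an explanation. Matching random lists on GC content and length as well as expression, with a value for every member, left all 3 lists at the 0.0 percentile. Subtracting the median of each member's own chromosome window left -2.40, -1.07 and -1.13, so the blocks do not account for them. A difference between single cultures cannot be excluded. The differences of hypoxia responses were -1.84, -1.58 and -1.11, and repeats of the cultures would be needed. Because these 3 lists moved together under hypoxia, the cholesterol genes may be part of a wider difference between the H-scr and H-si cultures. Under normoxia the cholesterol list was also lower (-0.46, percentile 0.0, 15 of 20 members). The interferon response list (0.08, percentile 31.4) and the proliferation list (-0.03, percentile 17.6) lay within the random lists there. A difference between the hypoxia cultures alone would not account for that lower cholesterol list under normoxia. The wider difference is a hypothesis, and with 1 library per group it was not tested.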
